# The ectomycorrhizal fungus *Paxillus involutus* converts organic matter in plant litter using a trimmed brown-rot mechanism involving Fenton chemistry

**DOI:** 10.1111/j.1462-2920.2012.02736.x

**Published:** 2012-06

**Authors:** Francois Rineau, Doris Roth, Firoz Shah, Mark Smits, Tomas Johansson, Björn Canbäck, Peter Bjarke Olsen, Per Persson, Morten Nedergaard Grell, Erika Lindquist, Igor V Grigoriev, Lene Lange, Anders Tunlid

## Abstract

Soils in boreal forests contain large stocks of carbon. Plants are the main source of this carbon through tissue residues and root exudates. A major part of the exudates are allocated to symbiotic ectomycorrhizal fungi. In return, the plant receives nutrients, in particular nitrogen from the mycorrhizal fungi. To capture the nitrogen, the fungi must at least partly disrupt the recalcitrant organic matter–protein complexes within which the nitrogen is embedded. This disruption process is poorly characterized. We used spectroscopic analyses and transcriptome profiling to examine the mechanism by which the ectomycorrhizal fungus *Paxillus involutus* degrades organic matter when acquiring nitrogen from plant litter. The fungus partially degraded polysaccharides and modified the structure of polyphenols. The observed chemical changes were consistent with a hydroxyl radical attack, involving Fenton chemistry similar to that of brown-rot fungi. The set of enzymes expressed by *Pa. involutus* during the degradation of the organic matter was similar to the set of enzymes involved in the oxidative degradation of wood by brown-rot fungi. However, *Pa. involutus* lacked transcripts encoding extracellular enzymes needed for metabolizing the released carbon. The saprotrophic activity has been reduced to a radical-based biodegradation system that can efficiently disrupt the organic matter–protein complexes and thereby mobilize the entrapped nutrients. We suggest that the released carbon then becomes available for further degradation and assimilation by commensal microbes, and that these activities have been lost in ectomycorrhizal fungi as an adaptation to symbiotic growth on host photosynthate. The interdependence of ectomycorrhizal symbionts and saprophytic microbes would provide a key link in the turnover of nutrients and carbon in forest ecosystems.

## Introduction

The total soil organic matter (SOM) corresponds to more than three times as much carbon (C) as that contained in the atmosphere or within terrestrial vegetation (Schmidt *et al*., 2011). A major part of this carbon occurs in forests (Falkowski *et al*., 2000). It was earlier believed that the C turnover of SOM is mainly controlled by the input of above-ground plant material and the decomposing activity of saprophytic organisms. However, an increasing amount of evidence now suggests that plant roots and their associated microbial communities play an important role in SOM dynamics (Read *et al*., 2004; Högberg and Read, 2006; Schmidt *et al*., 2011). The organisms that provide the largest sink for this C in boreal and temperate forests are the fungal root symbionts that form ectomycorrhizae (ECM). Estimates suggest that 10–50% of the C fixed by photosynthesis is allocated belowground to the ECM fungi (Simard *et al*., 2002). Other experiments show that up to one third of the soil microbial biomass and half of the dissolved organic carbon produced in forest soils originate from ECM symbionts (Högberg and Högberg, 2002).

The ECM mycelia prospect the soil for essential nutrients such as nitrogen (N) and transfer these to the host plant. A large portion of the soil N is present in an organic form including in particular proteins and amino acids (Nannipieri and Eldor, 2009). These N compounds are associated with polyphenols, polysaccharides and other degradation products of microbial and plant biopolymers that are present in SOM (Piccolo, 2001; Chengrong and Zhihong, 2008). The facts that polyphenols, such as tannins, humic acids and fulvic acids, can bind to, and form recalcitrant complexes with proteins limits their accessibility for the fungi (Bending and Read, 1996), suggesting that the saprotrophic activities of ECM fungi should be directed not only to organic nutrient compounds in soil, but also to other C-containing soil polymers. Several studies have demonstrated that at least some species of ECM fungi can decompose components of the major classes of organic compounds like proteins, pectins, cellulose, hemicelluloses and polyphenols commonly found in soils (Norkrans, 1950; Trojanowski *et al*., 1984; Haselwandter *et al*., 1990). Studies in soil microcosms have also shown that patches containing SOM are actively colonized by ECM fungi and depleted of their nutrients (Bending and Read, 1995a, b). More recently, it has been proposed by Talbot and colleagues (2008) that ECM fungi may live as facultative saprotrophs, i.e. they can degrade and metabolize soil C compounds as an alternative C source when the supplies of photosynthate from the host plants are low. Considering the large biomass of the ECM mycelia, this type of saprotrophic activity might represent a significant, but as yet largely unaccounted for, pathway of C loss in forest ecosystems.

However, the evidences that ECM fungi can act as decomposers have been questioned and the mechanisms by which ECM fungi may decompose organic compounds are poorly characterized. Analyses of the genomes of ECM fungi have shown that in contrast to saprophytic fungi ECM fungi have a reduced set of genes encoding plant cell wall-degrading enzymes (Martin *et al*., 2008; Nagendran *et al*., 2009). Furthermore, results from experiments examining the saprotrophic activity of ECM fungi in soil microcosms and field settings have been contradictory (Bending and Read, 1995a, b; Colpaert and Van Laere, 1996). It has also been argued that the assays commonly employed to measure the saprophytic activity of ECM fungi are unspecific and do not properly capture the decomposing activities (Baldrian, 2009). Other authors have suggested that because ECM fungi are confined to deeper soil horizons (Lindahl *et al*., 2007), which contain more decomposed litter and humus material of low energetic value, they are unlikely to be able to grow as facultative saprophytes on this material (Baldrian, 2009).

In the present study, we investigated the mechanisms by which the ECM fungus *Paxillus involutus* degrade complex organic matter extracted from plant litter material. *Pa. involutus* (Batsch) Fr. (*Basidiomycetes*; *Boletales*) is widely distributed in the Northern hemisphere, and is one of the best-studied ECM fungi, especially with respect to its ecology and physiology (Wallander and Söderström, 1999). Chemical modifications of the organic matter were analysed by spectroscopic methods. We find that during the assimilation of organic N, *Pa. involutus* modifies the major components of the organic matter by producing hydroxyl radicals through a Fenton system similar to that of saprophytic, wood decomposing brown-rot fungi (Green III and Highley, 1997). Transcriptome analyses showed that *Pa. involutus* expresses an extracellular enzyme system that mediates radical-based biodegradation of polymers contained in the organic matter, including polyphenols. However, the transcriptome lacked transcripts encoding enzymes needed for metabolizing the C liberated by depolymerization of soluble polysaccharides. We suggest that the liberated C is acquired by commensal microbes (such as soil-living, saprophytic bacteria and fungi) and that the ability to metabolize this C has been lost in ECM fungi as an adaptation to symbiotic growth on host photosynthate.

## Results

### Growth conditions and experiments

Three organic extracts were used: forest litter extracted with hot water (FH), and a maize compost extracted with cold (MC) or hot (MH) water. The extracts varied considerably in their content of C, N and other nutrients. During the 7 days of incubation, *Pa. involutus* assimilated between 33% and 53% of the total N present in the organic matter extracts. The added glucose was not detected at the end of the incubations (Table S1). At the end of the incubations, the pH of the FH medium decreased (from pH 4.0 to 3.7), while it increased in the MH medium (pH 5.5 at the end of incubation) and the MC medium (pH 5.4).

### Chemical conversion of organic matter

Comparison of the FTIR spectra of the FH, MH and MC extracts before and after incubation showed that the chemical composition of the organic extracts changed during growth of the *Pa. involutus* mycelium. Pronounced differences were observed in four spectral regions characteristic of specific vibration modes*:* sugar modes (970–1200 cm^−1^), nitrate stretching modes (1350–1450 cm^−1^), C–O/C=O stretching modes (1500–1800 cm^−1^) and aliphatic C–H stretching modes (2850–3000 cm^−1^) (Fig. 1). In all inoculated extracts, several prominent peaks of the sugar region substantially decreased in intensity, which indicates changes in the relative abundance of sugar molecules including polysaccharides (Fig. S1). However, due to overlapping bands and spectral similarities, detailed assignment of the sugar composition based on infrared spectra is difficult and not very precise. The changes of the FITR spectra at 2850–3000 cm^−1^ showed that relative abundance of molecules containing aliphatic C–H groups were modified, which is consistent with the changes discussed in the sugar region. The spectral region containing C–O/C=O stretching modes differed among the organic matter extracts; still the effect of fungal incubation was evident for all three samples in this region as well. The spectral changes suggest that the relative concentrations of carboxyl, ketone, aldehyde and amide groups were altered.

**Fig. 1:**
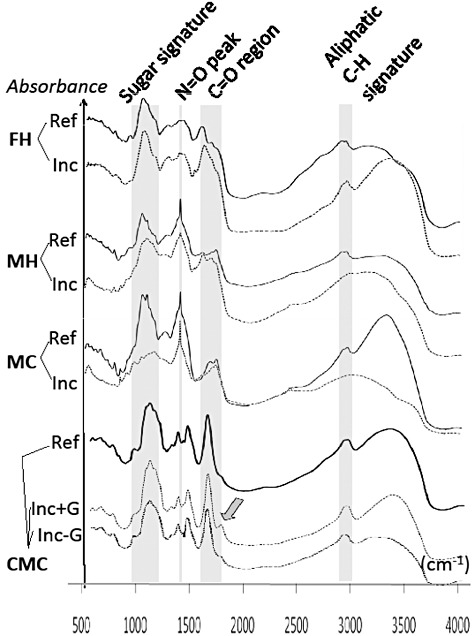
FTIR spectra of the three organic matter extracts and carboxy methyl cellulose (CMC) before (Ref, reference) and after 7 days of incubation (Inc, Inoculated) with *Pa. involutus*. FH, forest litter extracted with hot water; MH, maize compost extracted with hot water; MC, maize compost extracted with cold water. In the CMC spectra, the arrow indicates the appearance of a new peak located in the carbonyl region which is indicative of Fenton induced, oxidative modification of cellulose; +G and −G indicate CMC medium with or without supplement of glucose. Three replicates were analysed for the Inoculated and five for the Reference samples. The variation of the spectra between replicates was very low (Fig. S1).

The synchronous fluorescence spectra of the FH, MH and MC extracts contained three prominent peaks: Peak 1, located around 280–300 nm, could be associated with monoaromatic rings; Peak 2 (330–360 nm), with more complex molecules with two condensed aromatic rings; and Peak 3 (360–400 nm) with more complex aromatic ring systems bearing carbonyl or carboxyl groups (Senesi *et al*., 1991) (Fig. 2; Table S2). In the FH extracts, the fluorescence intensity of all peaks decreased during incubation, which suggests that both simple and more complex aromatic compounds were at least partly degraded (decrease in concentration) or transformed (modification of the degree of polycondensation, amount of conjugated chromophores, or of the degree of electron-donating substitution) by *Pa. involutus*. In the MH and MC extracts, it was mainly the more complex aromatic compounds (Peak 3) that were degraded or transformed during the incubation.

**Fig. 2:**
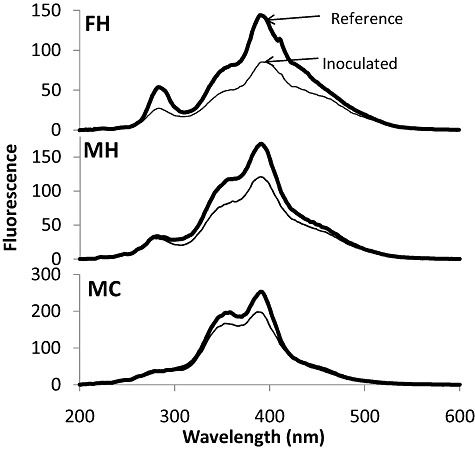
Synchronous fluorescence spectroscopy of the three organic matter extracts before (Reference, thick line) and after 7 days of incubation (Inoculated, thin line) with *Pa. involutus*. FH, forest litter extracted with hot water; MH, maize compost extracted with hot water; MC, maize compost extracted with cold water. Replicates (*n* = 3) of the samples were pooled before being analysed.

Analysis of the FH litter extract using Py-GC/MS confirmed that *Pa. involutus* degraded and converted the major classes of organic compounds present in dissolved organic matter (DOM) extracts (Fig. 3A; Table S3). The relative amount of pyrolysates related to aromatics, polyaromatics and N compounds decreased at least twice during the incubation. Relative amounts of pyrolysates issued from lignin subunits, present in the humic acids as residuals of the degradation process (Piccolo, 2001), and polysaccharides were less affected. However, detailed analysis of the pyrolysates related to lignin residuals showed that its two major subunits guaiacyl and syringyl were modified during growth of the fungus (Fig. 3B). The concentration of propenylguaiacol relative to guaiacol increased, indicating depletion of inter-unit ether linkages. The decrease in syringol/guaiacol ratio and the increase in 3-methoxycatechol pyroylsates relative to syringyl units showed that the syringyl units were both demethoxylated and demethylated.

**Fig. 3:**
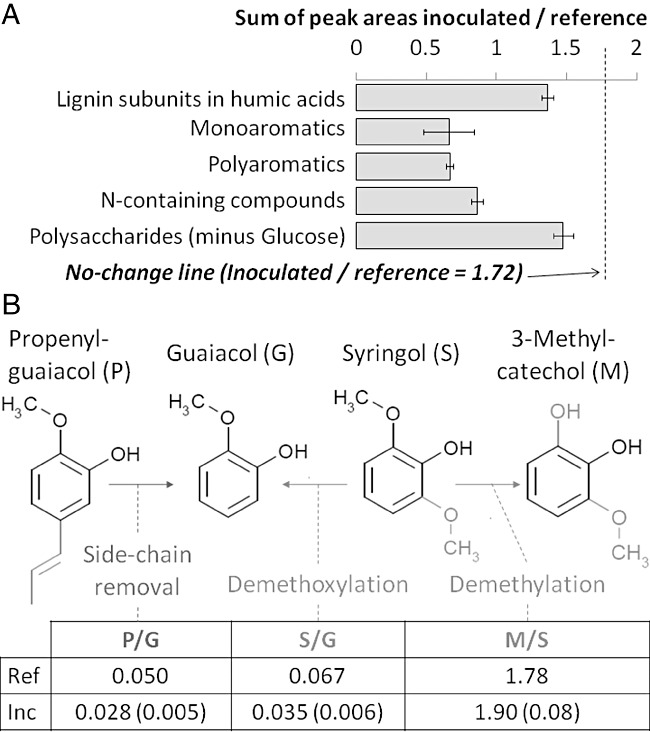
Pyrolysis GC/MS analysis of the organic matter extracted from forest litter using hot water (FH) after 7 days of incubation (Inoculated) and before incubation (Reference). A. Relative amounts of the major groups of organic compounds. A ratio below the ‘No change line’ indicates that this particular class of pyrolysis products was depleted in the Inoculated as compared with the Reference samples. ‘Lignin’ does not refer to genuine plant lignin but rather parts of the lignin molecule that are present in the humic acids as residuals of the degradation process. B. Chemical modification of lignin residuals subunits. Numbers indicate the relative peak area of the different lignin subunits in the reference sample against the average relative peak area in the incubated samples (*n* = 5, error bars denote standard error).

Size-exclusion chromatography showed that a majority of the soluble aromatic compounds and carbohydrate containing molecules present in the three organic matter extracts were in the size range of ∼ 35–70 kDa (Fig. S2). We did not observe an alteration of the size distribution of the aromatic compounds in the incubated extracts; these polymers had the typical size (Piccolo, 2001) and synchronous fluorescence spectrum of humic acids (Ferrari and Mingazzini, 1995). In contrast, the size of the main peak of polysaccharides decreased during the incubation, which suggests that they were at least partially depolymerized during fungal growth.

We also examined whether *Pa. involutus* was able to chemically modify a cellulose substrate (carboxy methyl cellulose, CMC) and if this conversion was consistent with a mechanism involving free radical oxidation. The FTIR spectra of the substrate before and after 7 days of incubation were almost identical apart from the appearance of a new peak (λ∼ 1730 cm^−1^) located in the C=O stretching region (Fig. 1). Notably, such distinct increase in the intensity of carbonyl groups did only occur if the medium was supplemented with glucose (Fig. 1).

### Extracellular enzyme and iron reducing activities

When comparing the activity of extracellular enzymes in the organic matter media (FH, MH and MC) before and after 7 days of incubation, a significant increase in the activities of laccase and other oxidases was detected in two out of the three media (Fig. S3). In contrast, the activities of lignin peroxidase and cellulase were very low and most likely *Pa. involutus* did not secrete such enzyme activities during the degradation of DOM. Among hemicellulases, the activity of xylanase, but not β-glucuronidase, increased during the incubation.

A key requirement for the Fenton mechanism is a system for reduction of Fe^3+^ to Fe^2+^, which might be accomplished by extracellular fungal metabolites or reductive enzymes (Green III and Highley, 1997; Baldrian and Valaskova, 2008). Analysis of the iron-reducing activity in the organic matter extracts showed that it was significantly increased during decomposition (Fig. S4). Accordingly, iron-reducing compound(s) was formed during organic matter degradation.

### Secretome analysis

A cDNA library constructed from mycelia grown on the FH, MH and MC substrates was screened for transcripts encoding secreted or membrane bound proteins (Grell *et al*., 2011). In total, 18 contigs were identified that encode secreted enzymes with a possible role in organic matter degradation (Table S4). Five cDNA sequences were homologous to plant cell wall polysaccharide degrading enzymes. One sequence was predicted to encode an expansin family protein (TAST-1). Consistent with the enzymatic activity measurements, we did not identify any enzyme from the canonical crystalline cellulose decomposition system (GH6, 7 and 45) (Lynd *et al*., 2002). Instead, we found one endo-beta-1,4-glucanase of the GH9 family (TAST-2). However, the gene model did not bear a cellulose-binding module, and was therefore unlikely to bind and efficiently degrade crystalline cellulose (Kostylev *et al*., 2012). We identified three GH61 genes (TAST-5, 6, 7).

A number of oxidoreductases has been suggested to support Fenton chemistry, among them glyoxal oxidases that produces H_2_O_2_ (Baldrian and Valaskova, 2008). We identified a putative galactose oxidase/glyoxal oxidase among the TAST clones. Accumulation and regulation of oxalic acid secreted by the fungus is thought to be also involved in Fenton chemistry (Baldrian and Valaskova, 2008). TAST-13 is a predicted oxalate decarboxylase, the key enzyme in one of the two oxalate removal systems described in white-rot fungi (Mäkelä*et al*., 2010). Three TAST sequences were encoding enzymes potentially involved in decomposition of lignin residues: an aromatic peroxygenase (TAST-9), a cytochrome p450 oxidoreductase (TAST-10) and a laccase (TAST-11).

### Transcriptome profiling

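Gene expression was measured on 18 NimbleGen arrays with probes for 12214 isotigs, the assembled transcripts of *Pa. involutus*, of which 12203 had 10 probes each. The mycelium had been grown on glass beads for 9 days in MMN, a mineral medium with glucose and ammonium, kept without N for 24 h and then held for 7 days in an extract of spruce forest litter made with hot water (FH), an extract of maize compost made with hot (MH) or cold (MC) water, in 10 g per litre of carboxy methyl cellulose (CMC), or in MMN. Each of these media held 2.5 g per litre of glucose. Slide 1 carried 3 arrays each of FH, MH and MMN, and slide 2 carried 3 arrays each of MC, CMC and MMN. The MMN arrays of both slides carry the same replicate numbers, and were taken to hold the same 3 MMN cultures. The authors deposited 1 value per isotig and array, made with robust multi-array average (RMA), a method that corrects the background, brings the arrays to one distribution and summarises the probes of an isotig on the log2 scale. The deposited values were used as log2 values, because a reading as natural logarithms would put 63.5% to 66.3% of the isotigs of an array above what a 16-bit scanner image can hold. Array medians lay between 11.45 and 11.47 and the mean of the random control probes between 3.69 and 3.85 on the log2 scale. A linear model with 1 mean for each medium and slide was fitted to all 18 arrays with limma, and each medium was compared with the MMN arrays of its own slide. An isotig was called higher or lower where the Benjamini-Hochberg adjusted p was under 0.01 and the change was over 2-fold. The labels call the replicates of a medium biological without saying at which step they were separated, and the p-values measure the spread between these arrays.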

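Among the isotigs that rose on all 3 organic matter extracts were tyrosinases paxillus_222 and paxillus_1195, phenylalanine ammonia lyases paxillus_5484 and paxillus_5485, laccases paxillus_8036, paxillus_8102 and paxillus_7916, and haem peroxidase paxillus_5582, enzymes that act on phenolic and other aromatic compounds. In all, 72 isotigs were called higher on FH, MH and MC alike and 33 were called lower on all 3. The principal component with the largest share of the variance, 59.6%, ran from MMN to MH. On it the MMN arrays had a mean score of -27.1 ± 3.18 (SD, n = 3) on slide 1 and -27.4 ± 3.49 (SD, n = 3) on slide 2. FH had a mean of 1.14 ± 1.61 (SD, n = 3), MC of 15.4 ± 3.68 (SD, n = 3) and MH of 31.6 ± 4.4 (SD, n = 3), so the gaps between the extracts exceeded the spread between replicates. The component after it held 13.4% of the variance and had MC at one end, at -18.7 ± 0.662 (SD, n = 3), and FH at the other, at 12.0 ± 0.808 (SD, n = 3). On this component MMN also parted by slide, at 5.11 ± 3.41 (SD, n = 3) on slide 1 with FH and -6.23 ± 3.06 (SD, n = 3) on slide 2 with MC, so part of that gap runs with the slide. With each medium set against the MMN mean of its own slide, the root mean square change over all isotigs was 0.31 on the log2 scale on FH, 0.54 on MH and 0.43 on MC. The same measure was 0.35 between FH and MH, 0.31 between FH and MC and 0.31 between MH and MC, where replicate error alone would give 0.09 within a slide and 0.12 across slides. Across isotigs the log2 fold changes had Pearson r = 0.80 between FH and MH, 0.70 between FH and MC and 0.82 between MH and MC, where media without any change, simulated against the same controls, gave 0.50, 0.26 and 0.27. The simulated changes hold replicate error alone, so these r are no baseline for media that changed. The covariances were 0.136, 0.0939 and 0.190, against simulated ones of 0.00386, 0.00204 and 0.00209.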

Microarray analysis showed that the transcriptome profiles of the mycelium grown on the three organic extracts were similar but distinctly different from the ones grown on the MMN medium (Fig. S5). In total, 73 isotigs (transcripts) that encoded putative organic matter degrading enzymes and proteins were significantly upregulated more than twofold in at least one of the pairwise comparisons FH/MMN, MH/MMN and MC/MMN (Fig. 4A). 

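Tyrosinase paxillus_222, from a family that oxidises phenols to quinones, had the largest rise of the Fig. 4A isotigs on FH, with a log2 fold change of 2.71 (standard error 0.07, adjusted p = 6.8e-15 from limma). Its log2 fold change was 2.48 on MH and 2.65 on MC, with the same standard error. Fig. 4A prints 44 isotigs, of which 41 were analysed here. Of these 41, 11 were called higher on FH, 20 on MH and 19 on MC, and 26 in at least 1 of the 3 extracts, with the same 4 counts when adjusted over the list alone. The ratios that Fig. 4A prints for these isotigs equal the exponential of the difference of deposited values, all 164 to within 0.1. A printed ratio of 2 is thus 1.62-fold on the log2 scale, as if the values were natural logarithms. At 1.62-fold, a reading chosen after seeing the data, the counts were 18, 32, 26 and 40. None of the 41 was called lower on an extract by limma, and at an unadjusted p under 0.05 the numbers lower were 0 on FH, 1 on MH and 0 on MC. The list was chosen by the study on these samples, so its direction is not independent evidence. At an adjusted p under 0.01 without the fold threshold, 31 of the 41 were higher on FH, 39 on MH and 37 on MC. Of all 12214 isotigs, 33.4% passed this p in either direction on FH, 66.6% on MH and 49.4% on MC. The median log2 fold change of the 41 was 0.64 on FH, 1.00 on MH and 0.81 on MC. Over all 12214 isotigs, 118 were called higher and 37 lower on FH, 549 higher and 145 lower on MH, and 343 higher and 102 lower on MC. Without MH replicate 1, 239 isotigs were called lower on MH. The mean levels of the 41 isotigs, from 10.37 to 14.24 on the log2 scale, lay far above those of the random control probes.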

The 73 isotigs belonged to 60 isogroups (genes). 

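Both isotigs of the phenylalanine ammonia lyase isogroup rose by nearly equal amounts, with log2 fold changes of 2.55 for paxillus_5484 and 2.59 for paxillus_5485 on MH. Both glyoxal oxidase isotigs did so too, with 0.94 for paxillus_3881 and 0.95 for paxillus_3882 on FH. The widest gap among the isogroups with a pair in Fig. 4A was that of the cytochrome P450 monooxygenases paxillus_3631 and paxillus_3633 on MC, where the log2 fold changes were 1.22 and 1.47 and their difference was -0.25 (standard error 0.09, adjusted p = 0.072). The laccases paxillus_3450 and paxillus_3452 on MC had log2 fold changes of 0.42 and 0.20 (adjusted p = 0.072 for the difference). In the other pairs, of the ferric reductases and the catechol dioxygenases, the differences did not pass the test in any medium. The 6 pairs were compared in 4 media by fitting limma to the difference of both isotigs on each array, which gave 24 tests. None passed an adjusted p of 0.01, 4 had an unadjusted p under 0.05, and the median size of the difference was 0.07 on the log2 scale. A difference that misses the threshold does not show that isotigs respond alike, and the largest one measured was 1.19-fold. The paper describes the isotigs as splice variants of genes. Whether the probes of a pair lie on shared sequence was not examined, so the isotigs of a pair may not be separate measurements.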

The regulations of the isotigs from the same isogroup were almost identical.

**Fig. 4:**
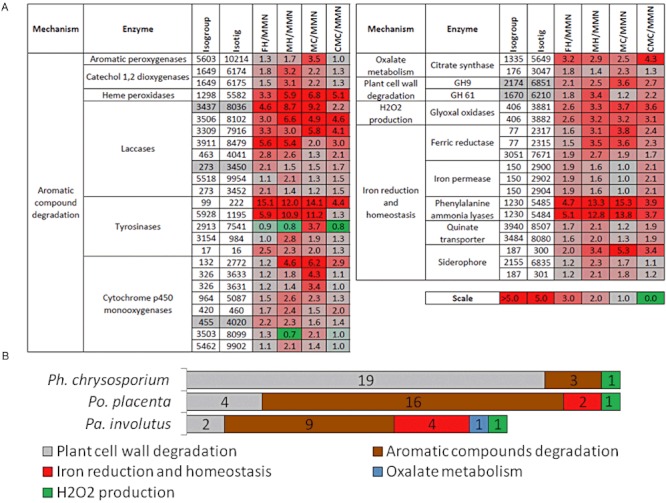
Regulation of genes potentially involved in organic matter degradation by *Pa. involutus*. A. Expression profile of 44 genes that were manually annotated as potentially involved in organic matter degradation, and were upregulated more than twice (false discovery rate q < 0.01) in at least one of pairwise comparisons in media containing extracts of complex organic material versus mineral nutrient medium (MMN). The data presented are average ratio of expression (*n* = 3). Four different types of organic substrates were used: forest litter extracted with hot water (FH), maize compost extracted with hot water (MH), maize compost extracted with cold water (MC) and carboxy methyl cellulose (CMC). Isotigs and isogroups refer to transcripts and genes respectively. In grey boxes are 5 isotigs that were also identified in the TAST screening (Table S4). B. Comparison of the transcriptional response of *Po. placenta, Ph. chrysosporium* and *Pa. involutus* when growing on a cellulose medium as compared with a medium containing glucose as the carbon source. The number of genes that were upregulated at least twofold (in average of three replicates) and those with annotations consistent with a potential role in organic matter degradation are shown. Microarray data for *Ph. chrysosporium* and *Po. placenta* growing on microcrystalline cellulose (AVICEL) and glucose media were downloaded from the GEO database (accession numbers GSE14736 and GSE12540 respectively).

Twenty-seven of the 60 upregulated genes were predicted to encode Carbohydrate-Active enzymes (CAZymes). However, only two of them, a GH9 (endoglucanase) and a GH61, were expected to be involved in plant cell wall degradation. 

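The GH9 endoglucanase paxillus_6851, of a family that cuts cellulose chains internally, was called higher on MC, with a log2 fold change of 1.27 (standard error 0.07, adjusted p = 1.2e-10 from limma). On the hot water extracts its log2 fold changes were 0.74 on FH (adjusted p = 3.9e-07) and 0.93 on MH (adjusted p = 4.3e-09), which is less than 2-fold. GH61 paxillus_6210, of a family that acts on cellulose oxidatively, was called higher on MH, with a log2 fold change of 1.21 (standard error 0.07, adjusted p = 1.0e-10 from the same test). Its log2 fold change was 0.60 on FH (adjusted p = 3.2e-06) and 0.21 on MC (adjusted p = 0.017). On each extract all 3 arrays lay above all 3 MMN arrays for both isotigs, an ordering that chance gives in either direction for 10.0% of isotigs. With MMN averaged per culture over both slides, GH9 passed 2-fold on MH, with a log2 fold change of 1.03, as it did after a repeated quantile normalization, with 1.01.

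**Figure D1:**
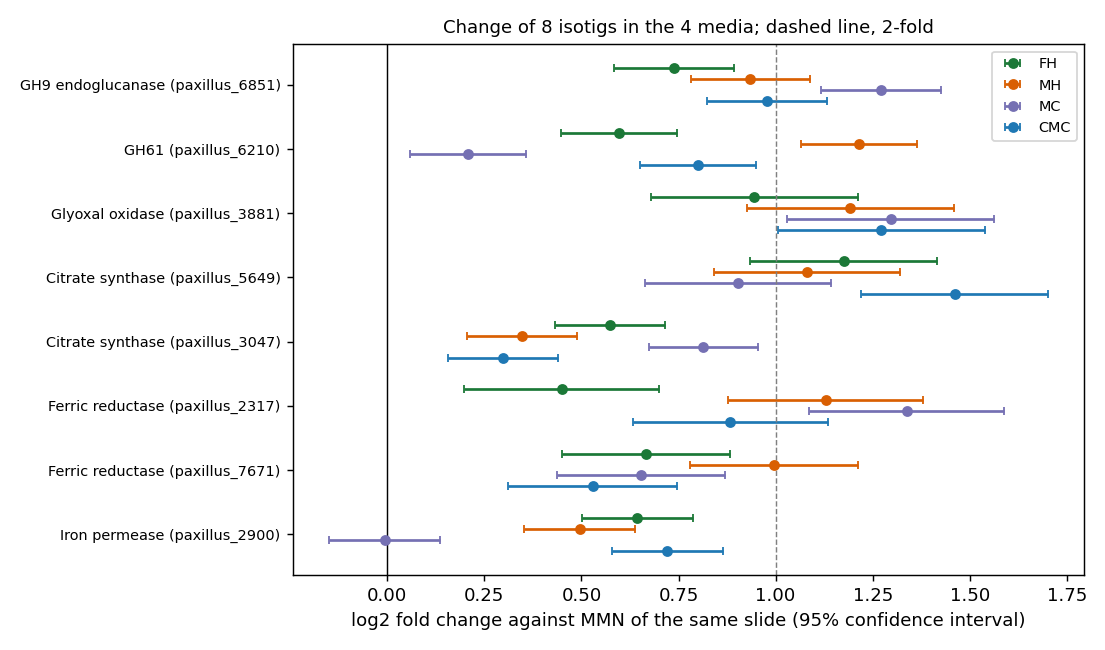
Log2 fold change against MMN of the same slide (horizontal axis) of 8 isotigs of Fig. 4A (vertical axis) in FH, MH, MC and CMC. Points are limma estimates from 3 arrays against 3, bars are 95% confidence intervals and the dashed line marks 2-fold. GH9 lay between 0.74 and 1.27 in the 4 media, and GH61 between 0.21 and 1.21.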

The remaining CAZymes most likely have a role either in the synthesis and turnover of the fungal cell wall, the degradation of chitin-containing compounds or in glycoprotein modification (not shown in Fig. 4A). 

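Among the isotigs that Fig. 4A places with lignin degradation, laccase paxillus_8102, a multicopper oxidase, had a log2 fold change of 1.88 on MH (standard error 0.09, adjusted p = 8.2e-12 from limma), 1.59 on MC, and was 2.14-fold higher on FH. The cytochrome P450 monooxygenase with the largest rise, paxillus_2772, had a log2 fold change of 1.83 on MC (standard error 0.07, adjusted p = 4.1e-13 from the same test) and 1.53 on MH, and of 0.19 on FH (adjusted p = 0.030). Catechol 1,2-dioxygenase paxillus_6174, which opens the ring of catechols, was 2.25-fold higher on MH (adjusted p = 4.3e-10), and the aromatic peroxygenase paxillus_10214 was 2.39-fold higher on MC (adjusted p = 1.2e-09). Of 8 laccases, 5 were called higher on FH, 4 on MH and 3 on MC. Of 8 cytochrome P450 monooxygenases the numbers were 0, 1 and 3, and of 5 tyrosinases 2, 3 and 3. Of the 2 catechol dioxygenases, both isotigs of 1 isogroup, 0 were called on FH, 2 on MH and 0 on MC. In all, 8 of the 25 isotigs were called higher on FH, 11 on MH and 11 on MC, and none was called lower. They stand for 22 isogroups, of which 14 had at least 1 call on an extract. At 1.62-fold, chosen after seeing the data, where the ratios printed in Fig. 4A reach 2, the number was 22. The list is the study's own choice from these samples. The call of laccase paxillus_4041 on FH ended, at a log2 fold change of 0.81, with MMN averaged per culture over both slides, at 0.97 without MMN replicate 1 of slide 1 and at 0.98 without FH replicate 2. That of tyrosinase paxillus_984 on MH ended at 0.94 without MH replicate 1, at 0.98 without MMN replicate 3 of slide 1 and at 1.00 (just under 2-fold) after a repeated quantile normalization.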

Twenty-two genes were induced encoding enzymes possibly involved in lignin degradation, such as multicopper oxidases, p450 oxidases, tyrosinases and catechol dioxygenase. 

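Siderophore isotig paxillus_300, from the isotigs of Fig. 4A that stand for siderophores, small molecules that bind ferric iron, rose on MC with a log2 fold change of 1.66 (standard error 0.08, adjusted p = 1.4e-11 from limma) and on MH with 1.21 (adjusted p = 5.6e-10). The siderophore isotig paxillus_6835 was 1.79-fold higher on MH (adjusted p = 5.9e-09), under the 2-fold threshold. Iron permease paxillus_2900, a transporter that takes up iron, had log2 fold changes of 0.64 on FH (adjusted p = 8.5e-07), 0.50 on MH (adjusted p = 3.5e-06) and -0.01 on MC (adjusted p = 0.94), and was called in none of them. Fig. 4A also places ferric reductases, phenylalanine ammonia lyases and quinate transporters with iron metabolism. Of its 10 measured isotigs 2 were called higher on FH, 5 on MH and 5 on MC, and none was called lower. These 10 belong to 8 isogroups, and 3 isogroups had a call on at least 1 extract: that of paxillus_300, that of the phenylalanine ammonia lyases and that of the ferric reductases paxillus_2315 and paxillus_2317. At 1.62-fold, chosen after seeing the data, where the ratios printed in Fig. 4A reach 2, 7 of the 8 isogroups had a call. At an adjusted p under 0.01 alone, 9 of the 10 isotigs were higher on FH, 10 on MH and 8 on MC. Of all isotigs on the array, 33.4%, 66.6% and 49.4% passed this p in either direction, and the list was chosen for rises. Values of 3 further isotigs of this group are not analysed here.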

Nine of the upregulated genes were found to encode for iron metabolism-related proteins and were therefore potentially involved in Fenton reaction. We also found two genes coding for proteins involved in oxalate/citrate metabolism (citrate synthase) and one coding for a glyoxal oxidase.

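Citrate synthase paxillus_5649, which joins acetyl-CoA and oxaloacetate to citrate, was called higher on FH, with a log2 fold change of 1.18 (standard error 0.11, adjusted p = 3.1e-07 from limma), and on MH, with 1.08 (adjusted p = 1.5e-07). On MC its fold change was 1.87 (adjusted p = 2.9e-06). Citrate synthase paxillus_3047 had fold changes of 1.49 on FH, 1.27 on MH and 1.76 on MC, each with an adjusted p under 0.01 and none over 2-fold. Glyoxal oxidase, which makes hydrogen peroxide from small aldehydes, was called higher on MH and MC with both of its isotigs. The fold changes of paxillus_3881 were 2.28 on MH (adjusted p = 1.6e-07) and 2.46 on MC (adjusted p = 1.3e-07), and on FH 1.92 (adjusted p = 1.3e-05). The MMN arrays varied more than the FH arrays here: the level of paxillus_3881 on MMN was 12.60 ± 0.25 (SD, n = 3) on slide 1 and 12.33 ± 0.32 (SD, n = 3) on slide 2, against 13.54 ± 0.03 (SD, n = 3) on FH. The fit pools the spread of all 6 groups, so the p-values of this isotig do not fully reflect the wider spread on MMN. Without MMN replicate 2 of slide 1, the log2 fold changes of paxillus_5649 and paxillus_3882 on MH were both 0.97, under the threshold. Without MMN replicate 3 of slide 2, paxillus_5649 passed it on MC, with 1.04. With MMN averaged per culture over both slides, paxillus_3881 and paxillus_3882 passed 2-fold on FH, with log2 fold changes of 1.08 and 1.01, and both did so without MMN replicate 3 of slide 1, with 1.07 for paxillus_3881.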

The transcriptional response of the fungus when grown on cellulose (CMC) was similar to the response when grown on the FH, MH and MC organic matter extracts (Fig. 4A; Fig. S5). 

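On CMC, haem peroxidase paxillus_5582, which oxidises substrates with hydrogen peroxide, rose with a log2 fold change of 1.63 (standard error 0.11, adjusted p = 2.2e-09 from limma), against 1.78 on MH and 1.91 on MC, and was 2.3-fold higher on FH. Laccase paxillus_7916 had log2 fold changes of 1.21 on FH, 1.11 on MH and 1.75 on MC, and was 2.65-fold higher on CMC (adjusted p = 1.6e-11). Tyrosinase paxillus_1195 differed from this pattern: it was called higher on the 3 extracts and had a log2 fold change of 0.27 on CMC (adjusted p = 0.044). On CMC 203 isotigs were called higher and 43 lower, and of the 41 isotigs of Fig. 4A 12 were called higher, 12 also when adjusted over the list alone. Isotigs called higher on CMC were also called higher on FH for 85, on MH for 181 and on MC for 149, where lists of the same sizes drawn independently from the 12214 isotigs would share 1.96, 9.12 and 5.70. Of those called lower, CMC shared 27 with FH, 38 with MH and 35 with MC, against 0.130, 0.510 and 0.359 for independent lists. Lists of media that share MMN arrays or cultures are not independent, and part of the excess over these numbers may come from the shared controls. Across isotigs, which are not independent replicates, the log2 fold changes on CMC and FH had Pearson r = 0.83 (Spearman rho = 0.78), those on CMC and MH r = 0.82 (rho = 0.80) and those on CMC and MC r = 0.78 (rho = 0.77). Media compared with the same MMN cultures share chance deviations, and simulated media without any change gave r = 0.26 for CMC and FH, 0.26 for CMC and MH and 0.49 for CMC and MC. The simulated changes hold replicate error alone, so here too they are no baseline for media that changed. The covariances were 0.0905, 0.155 and 0.117, against simulated ones of 0.00202, 0.00204 and 0.00381. On the principal component with the largest share of the variance CMC had a mean score of 6.26 ± 3.24 (SD, n = 3), and its root mean square change from MMN was 0.35 on the log2 scale. The same measure was 0.20 between CMC and FH, 0.32 between CMC and MH and 0.27 between CMC and MC.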

In all media, at least one transcript was significantly upregulated among the glyoxal oxidases, phenylalanine ammonia lyases, haem peroxidases, laccases, tyrosinases, cytochrome p450 oxidoreductases, citrate synthases and endoglucanases (GH9) respectively. However, the expression levels of specific transcripts within these families differed depending on the substrate.

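In each of the 4 media at least 1 isotig was called higher among the phenylalanine ammonia lyases, haem peroxidases, laccases and tyrosinases. Both phenylalanine ammonia lyases, which take ammonia from phenylalanine, and the single haem peroxidase were called in every medium. Laccases were called for 5, 4, 3 and 3 of 8 isotigs on FH, MH, MC and CMC, and tyrosinases for 2, 3, 3 and 1 of 5. Glyoxal oxidases were called for 0, 2, 2 and 2 of 2 isotigs (on CMC paxillus_3882 fell to a log2 fold change of 0.96, under the threshold, without MMN replicate 2 of slide 2), citrate synthases for 1, 1, 0 and 1 of 2, and cytochrome P450 monooxygenases for 0, 1, 3 and 1 of 8. The GH9 endoglucanase was called on MC. In each of the media without a call, the leading member of the family was higher at an adjusted p under 0.01 from limma and by less than 2-fold. Each of these members passed 1.62-fold, chosen after seeing the values, where the ratios printed in Fig. 4A reach 2. The leading P450 isotig on FH, paxillus_4020, was 1.72-fold higher (adjusted p = 1.1e-06). Without the fold threshold, all 8 families had at least 1 isotig higher in every medium. Of all isotigs, 33.4% passed this p in either direction on FH, 66.6% on MH, 49.4% on MC and 40.8% on CMC. A family of several isotigs can thus often hold 1 without any special response.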

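Tyrosinases paxillus_1195 and paxillus_7541 changed differently between the substrates. Isotig paxillus_1195 stood at 13.63 ± 0.12 on MH, 13.68 ± 0.05 on MC and 11.54 ± 0.14 on CMC (log2, SD, n = 3 each), and its change on CMC was 4.42-fold smaller than on MC (adjusted p = 1.1e-10 from limma) and 4.35-fold smaller than on MH (adjusted p = 6.3e-08). Tyrosinase paxillus_7541 was called higher on MC, where it stood at 11.95 ± 0.36 (SD, n = 3), and its change there was larger than on FH by 1.37 (adjusted p = 8.2e-06), than on MH by 1.47 (adjusted p = 8.8e-06) and than on CMC by 1.59 on the log2 scale (adjusted p = 8.8e-09). The cytochrome P450 monooxygenase paxillus_2772 rose more on MH than on FH, by 1.34 (adjusted p = 9.2e-11), and P450 isotig paxillus_3633 rose more on MC than on FH by 1.27 (adjusted p = 7.9e-06) and than on CMC by 1.35 (adjusted p = 2.6e-08). Phenylalanine ammonia lyase paxillus_5485 rose 2.06-fold more on MH than on FH (adjusted p = 2.2e-07), and paxillus_5484 of the same isogroup 1.88-fold more, which was not called. Of the 41 isotigs of Fig. 4A, the changes of 3 differed by over 2-fold at an adjusted p under 0.01 between MH and FH, 7 between MC and FH, 3 between MC and MH, 9 between CMC and MC, 2 between CMC and FH and 5 between CMC and MH. At an adjusted p under 0.01 without the fold threshold the numbers were 27, 22, 17, 30, 5 and 18, in the same order. In each of the differences over 2-fold that involved CMC the change on CMC was the lower one. The study chose the list for rises on the extracts, not on CMC, so this direction is not independent evidence. Under 2-fold some went the other way: iron permease paxillus_2900 rose more on CMC than on MC, by 0.73 (adjusted p = 2.2e-07 from limma). Media of different slides were compared through the MMN arrays of their own slides, so these differences carry the error of 4 groups.

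**Figure D2:**
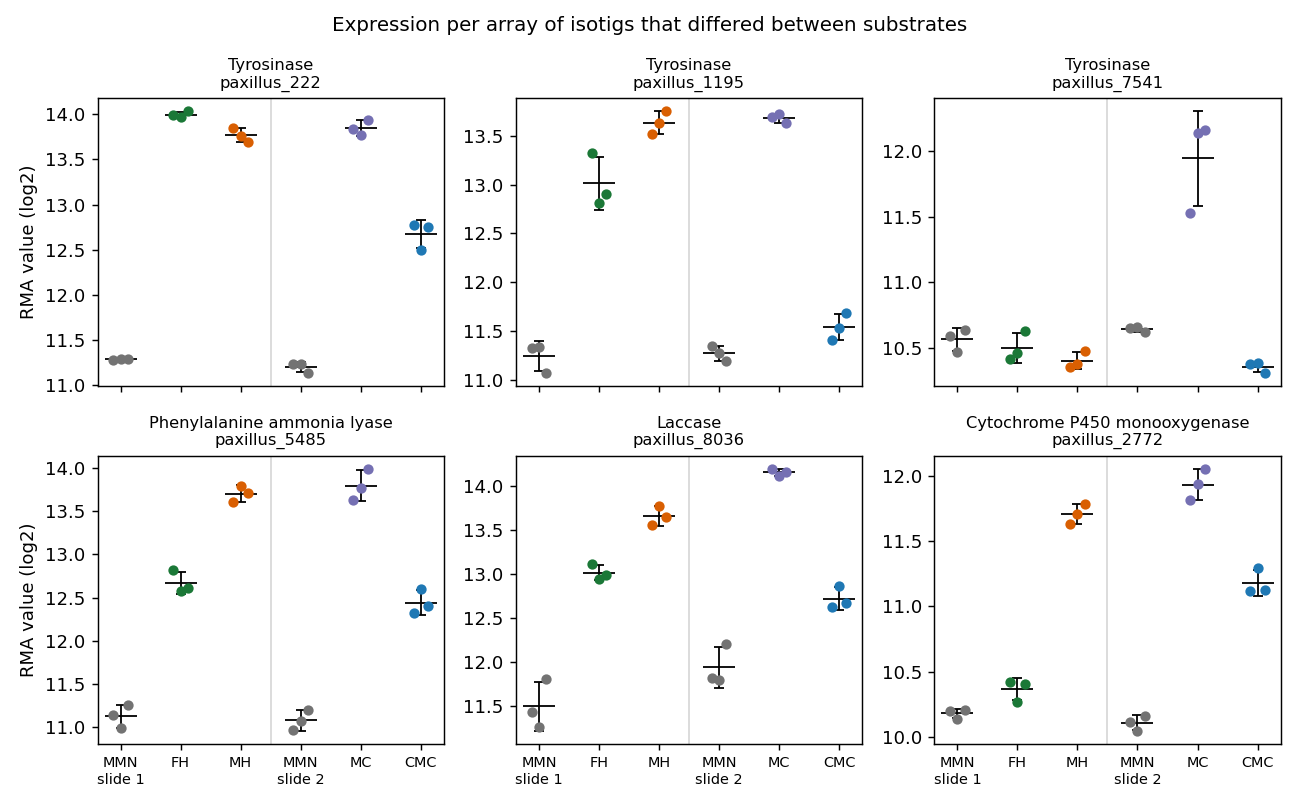
RMA values on the log2 scale (vertical axes) of 6 isotigs on each of the 3 arrays of MMN, FH and MH on slide 1 and of MMN, MC and CMC on slide 2. Horizontal bars are means and vertical bars SD. Tyrosinase paxillus_1195 is near its MMN level on CMC, at 11.54, and tyrosinase paxillus_7541 is above MMN on MC, at 11.95.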

### Comparative transcriptome analysis

Finally, we compared the set of genes that were significantly upregulated during conversion of cellulose in the ECM fungus *Pa. involutus,* the white-rot fungus *Phanerochaete chrysosporium* and the brown-rot fungus *Postia placenta* (Fig. 4B). The cohort of overexpressed genes of *Ph. chrysosporium* was dominated by plant cell-wall degrading CAZymes. Moreover, *Ph. chrysosporium* lacked transcripts encoding proteins involved in pigment production, oxalic acid metabolism and iron metabolism. Such transcripts were together with oxidases involved in lignin degradation, prevalent in the upregulated transcriptomes of both *Po. placenta* and *Pa. involutus*. 

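On CMC, tyrosinase paxillus_222 was 2.78-fold higher than on MMN (adjusted p = 2.4e-11 from limma), laccase paxillus_8102 2.89-fold (adjusted p = 3.6e-10), siderophore isotig paxillus_300 2.31-fold (adjusted p = 1.6e-09) and citrate synthase paxillus_5649 2.75-fold (adjusted p = 1.3e-08). Among the measured isogroups of Fig. 4A, those with an isotig called higher on CMC were 6 of 22 placed with lignin degradation, 2 of 8 placed with iron metabolism, 1 of 2 with citrate and oxalate metabolism and 1 of 1 with hydrogen peroxide production. For plant cell wall degradation the number was 0 of 2. At 1.62-fold, chosen after seeing the values, where the ratios printed in Fig. 4A reach 2, these numbers were 8, 4, 1, 1 and 2. No isotig of Fig. 4A was called lower on CMC, and 1 was lower at an unadjusted p under 0.05. Only *Pa. involutus* is covered by these values.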

Six plant cell-wall degrading CAZymes were upregulated in *Po. placenta* including two GH1 (β-glucosidases), two GH3 (one β-glucosidase and one β-xylosidase), one GH 10 (endoxylanase/hemicellulase) and one GH28 (polygalacturonase). None of these CAZymes were upregulated in *Pa. involutus*. In this fungus two plant cell-wall degrading CAZymes were induced namely a GH9 and a GH61 (Fig. S6).

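On CMC the GH9 endoglucanase paxillus_6851 stood at 10.84 ± 0.15 and on MMN of the same slide at 9.87 ± 0.06 (log2, SD, n = 3 each), a fold change of 1.97 (95% confidence interval of the log2 fold change 0.82 to 1.13, adjusted p = 7.2e-09 from limma). GH61 paxillus_6210 was 1.74-fold higher, at 12.13 ± 0.09 against 11.33 ± 0.08 (log2, SD, n = 3 each, adjusted p = 6.3e-08 from the same test). Both were thus higher by less than 2-fold on the log2 scale. They passed 1.62-fold, a threshold chosen after seeing the values, at which the ratios printed in Fig. 4A reach 2. The paper's 2-fold and the one used here are therefore unlike thresholds. GH9 was over 2-fold after a repeated quantile normalization, with a log2 fold change of 1.03, and when CMC replicate 1, CMC replicate 3 or MMN replicate 3 of slide 2 was left out, with 1.00 (just over 2-fold), 1.04 and 1.01.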

## Discussion

During the assimilation of organic N from the soluble organic material, *Pa. involutus* degraded at least part of the polysaccharides, while the polyphenols were not digested, even though some of their aromatic constituents were chemically modified. Such a selective depolymerization of polysaccharides is very similar to a brown-rot decay mechanism where cellulose and hemicelluloses (polysaccharides) are depolymerized and lignin (aromatic polymer) is not, but is still chemically modified (Green III and Highley, 1997). The pyrolysis analysis showed that the lignin subunits present in the polyphenols were modified by *Pa. involutus* through a significant reduction in the number of side-chains. Depletion of original C3 side-chains indicates oxidation of these groups during incubation, and is a good indicator of the degradation of lignin residues (Nierop *et al*., 2005). Demethylation of methoxyl groups linked to syringyl subunits, similar to our findings, has recently been detected in *in situ* analyses of brown-rotted wood by 2D NMR (Martinez *et al*., 2011) and has also been found to be consistent with an oxidative degradation of the lignin through Fenton reaction by the brown-rot fungus *Po. placenta* (Yelle *et al*., 2011). Likewise, the introduction of a sharp carbonyl-groups signal in the FTIR spectrum of cellulose, as observed when *Pa. involutus* was grown on CMC, has been associated with a Fenton reaction mechanism (Green III and Highley, 1997).

The Fenton reaction requires the reduction of Fe^3+^ to Fe^2+^ and iron reducing compounds were produced during the degradation of plant litter by *Pa. involutus*. Three mechanisms have been proposed for ferric reduction in basidiomycetes: (i) iron-reducing enzymes (ferric reductases, cellobiose oxidases, cellobiose dehydrogenase) (Baldrian and Valaskova, 2008), (ii) low-molecular-weight (LMW) glycopeptides (Vanden Wymelenberg *et al*., 2010), and (iii) redox cycling by small-molecular mass compounds like dimethoxyhydro- and benzoquinones: DMHQ, DMBQ (Newcombe *et al*., 2002). In support for the first mechanism, we identified two genes encoding putative ferric reductases that were significantly upregulated during the degradation of organic matter. However, we did not recognize any transcripts displaying sequence similarity to cellobiose dehydrogenase. This enzyme is also absent in the brown-rot fungus *Po. placenta* (Martinez *et al*., 2009). 

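The ferric reductases paxillus_2315 and paxillus_2317, enzymes that reduce ferric to ferrous iron and here 2 isotigs of 1 isogroup, were called higher on MH and on MC. For paxillus_2317 the log2 fold change was 1.13 on MH (standard error 0.12, adjusted p = 1.5e-07 from limma) and 1.34 on MC (adjusted p = 4.0e-08). On FH it was 0.45 (adjusted p = 0.0053), and on CMC 0.88 (adjusted p = 9.5e-06), where it was 1.02 without MMN replicate 3 of slide 2. The isotig of the other isogroup, paxillus_7671, was higher on every medium at an adjusted p under 0.01, by 1.59-fold on FH, 1.99-fold on MH, 1.57-fold on MC and 1.44-fold on CMC, and so just under the 2-fold threshold on MH. On MH it passed 1.62-fold, chosen after seeing the values, where the ratios printed in Fig. 4A reach 2. Its log2 fold change on MH was 1.01 with each array centred on its median, 1.13 without MMN replicate 3 of slide 1 and 1.03 without MH replicate 1. Its MMN level on slide 1 was 11.57 ± 0.23 (SD, n = 3) against 12.57 ± 0.06 (SD, n = 3) on MH. The paper sets its upregulated ferric reductase genes beside the enzymatic route, one of the routes of ferric reduction that it cites from earlier work.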

We identified three transcripts encoding proteins with sequence similarity to LMW iron reducing glycoproteins in *Ph. chrysosporium* (Tanaka *et al*., 2007). However, none of them were upregulated during organic matter degradation. 

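Phenylalanine ammonia lyase paxillus_5485, of the enzyme that opens the route from phenylalanine to phenolic compounds, was 2.92-fold higher on FH (adjusted p = 2.1e-09 from limma), 6.01-fold on MH (adjusted p = 8.2e-13) and 6.62-fold on MC (adjusted p = 3.6e-13). Tyrosinase paxillus_1195 had log2 fold changes of 1.77 on FH (adjusted p = 1.2e-09), 2.39 on MH (adjusted p = 4.9e-12) and 2.41 on MC (adjusted p = 6.3e-12), with a standard error of 0.11. Tyrosinase paxillus_984 was 2.04-fold higher on MH (adjusted p = 1.1e-07). Both quinate transporters, which move cyclic acids across the membrane, were higher on FH and MH by less than 2-fold. For paxillus_8507 the log2 fold change was 0.53 on FH (adjusted p = 4.4e-07), 0.76 on MH (adjusted p = 9.7e-10) and 0.15 on MC (adjusted p = 0.018). For paxillus_8080 it was 0.47 on FH (adjusted p = 3.1e-06), 0.71 on MH (adjusted p = 4.6e-09) and 0.26 on MC (adjusted p = 6.8e-04), with a standard error of 0.06.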

The induction of genes involved in pigment synthesis (phenylalanine ammonia lyases and tyrosinases) and quinate transport suggests the involvement of a quinone redox-cycling iron reduction mechanism (Martinez *et al*., 2009; Vanden Wymelenberg *et al*., 2010). *Pa. involutus* is known to produce the pigment involutin (Feling *et al*., 2001): this molecule bear a catechol group that could undergo oxidation in the corresponding quinone, which could then be reduced again intracellularly after transport through the quinate transporter (see Fig. S7). However, the lack of electron-donating methoxyl groups (that are present in characterized hydroquinones that contribute to Fenton reaction, see Suzuki *et al*., 2006) makes this molecule more of a free radical scavenger rather than an iron reducing compound. We therefore hypothesize that the pigment is secreted by the fungus as a protection against its own oxidative machinery.

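Haem peroxidase paxillus_5582 stood at 12.23 ± 0.11 on FH, 12.81 ± 0.04 on MH and 13.00 ± 0.19 on MC, against 11.03 ± 0.15 on MMN of slide 1 and 11.08 ± 0.26 on MMN of slide 2 (log2, SD, n = 3 each). Its fold change was 3.43 on MH (adjusted p = 2.5e-10 from limma) and 3.77 on MC (adjusted p = 1.4e-10). Tyrosinase paxillus_16 had log2 fold changes of 0.93 on FH, 0.84 on MH and 0.68 on MC, with an adjusted p under 0.01 in each and no call at 2-fold. Catechol dioxygenase paxillus_6175 was 2.17-fold higher on MH (adjusted p = 2.7e-09) and had a log2 fold change of 0.77 on MC. Cytochrome P450 monooxygenase paxillus_3633 was 2.77-fold higher on MC (adjusted p = 2.8e-09), and P450 isotig paxillus_8099 stood lower on MH than on MMN, at 0.811 of its MMN level (adjusted p = 0.015, not past the threshold). On MC paxillus_8099 had a log2 fold change of 0.74 (adjusted p = 1.1e-05), and its changes on MC and MH were called different (adjusted p = 9.4e-05).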

When degrading organic matter, *Pa. involutus* overexpressed a number of transcripts of oxidases like laccases, catechol dioxygenase, haem peroxidase, tyrosinases and cytochrome p450 monooxygenases that have also been showed to be produced by the brown-rot fungus *Po. placenta* when grown on wood or cellulose media (Martinez *et al*., 2009; Vanden Wymelenberg *et al*., 2010). No transcripts encoding class II peroxidases (Mn and lignin peroxidases) that are signatures for a white-rot mechanism were detected in *Pa. involutus*. Considering the expression of CAZymes involved in the degradation of plant cell walls, there were large differences between *Pa. involutus* and *Po. placenta* (see Fig. S6). Although, none of them expressed genes coding for enzymes of the canonical crystalline cellulose decomposition system (Lynd *et al*., 2002), the transcript profile of *Po. placenta* employs an array of CAZymes like endoglucanases, β-glucosidases and hemicellulase when it is grown on cellulose or aspen (Martinez *et al*., 2009; Vanden Wymelenberg *et al*., 2010). 

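On the plant litter extracts the GH9 endoglucanase paxillus_6851 stood at 10.79 ± 0.12 on FH and 10.99 ± 0.03 on MH, against 10.05 ± 0.06 on MMN of slide 1, and at 11.14 ± 0.07 on MC, against 9.87 ± 0.06 on MMN of slide 2 (log2, SD, n = 3 each). None of the 6 differences of its change between media passed 2-fold at an adjusted p under 0.01 by limma. For other glycosyl hydrolases no isotig identifier was at hand in the sources used here, and they were not analysed by name.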

Except for one endoglucanase (GH9), no such glycosyl hydrolases were induced in *Pa. involutus* during growth on cellulose or plant litter. In addition to the GH9, a member of the GH61 family was significantly upregulated in *Pa. involutus*. 

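GH61 paxillus_6210 stood at 12.66 ± 0.08 on MH and 11.44 ± 0.08 on MMN of the same slide (log2, SD, n = 3 each), which is 2.32-fold higher. On MC it stood at 11.54 ± 0.07 against 11.33 ± 0.08 (log2, SD, n = 3 each). Its change on MH was 2.01-fold larger than on MC (adjusted p = 2.8e-06 from limma), although both extracts came from the same kind of compost. On FH it stood at 12.04 ± 0.12 (log2, SD, n = 3), 1.51-fold above MMN.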

GH61 is the most abundant CAZyme family acting on plant cell walls in the genome of *L. bicolor* (Martin *et al*., 2008). Recently, it has been reported that GH61 can depolymerize cellulose oxidatively in cooperation with cellobiose dehydrogenase or LMW reducing agents (Langston *et al*., 2011; Quinlan *et al*., 2011). Hence, GH61 could be an important component of the radical-based cellulose degrading mechanism of ECM fungi.

In saprophytic brown-rot fungi, the radical-based and enzymatic parts of the lignocellulose degrading system act synergistically (Baldrian and Valaskova, 2008; Yelle *et al*., 2011). Most likely, the capacity of *Pa. involutus* to express the enzymatic part has been lost during the evolutionary transition from a saprophytic brown-rot precursor (Binder and Hibbett, 2006) to a symbiotic ECM fungus relying on the plant host for carbohydrate provision. The genomic mechanisms that could account for this loss are not known. However, considering previous genome studies of ECM fungi showing a large reduction in the number of plant cell wall degrading enzymes (Martin *et al*., 2008; Nagendran *et al*., 2009), gene loss and deletions have likely played an important role. Moreover, in contrast to the situation in brown-rot fungi (Martinez *et al*., 2009), the polysaccharides present in the organic matter, even though depolymerized, were not assimilated. This was also consistent with the absence of gene models coding for cellobiohydrolase, the enzyme cleaving cellobiose into two glucoses, acting in the last step of cellulose degradation. Moreover, in contrast to the situation in brown-rot fungi (Martinez *et al*., 2009), oxidative degradation of cellulose did not occur in *Pa. involutus* without adding glucose to the medium. This observation suggests that mutations affecting transcriptional regulation have also contributed to the symbiotic adaptation of the brown-rot decay system.

The decomposing activities of ECM fungi in soils are commonly analysed using enzyme assays that include plant cell wall degrading enzymes (Courty *et al*., 2005). Considering the fact that such enzymes were not expressed during the degradation of plant litter material by *Pa. involutus*, and that very little enzymatic activities were measured in the organic matter extracts, measuring the activity of those enzymes might give misleading results. Laccases are also used as enzyme marker for saprophytic ECM activity (Courty *et al*., 2009). Although being upregulated by *Pa. involutus* during the decay of litter material, laccases are found in multigene families having members with complex patterns of expression. Hence, further studies are needed to develop molecular markers that can correctly capture the saprotrophic activity of ECM fungi in the field.

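The laccases, multicopper oxidases that oxidise phenols, changed in different patterns. Laccase paxillus_8036 was 2.86-fold higher on FH (adjusted p = 2.5e-08 from limma), 4.49-fold on MH (adjusted p = 5.2e-11), 4.66-fold on MC (adjusted p = 5.2e-11) and 1.72-fold on CMC (adjusted p = 3.8e-05), where it just passed 2-fold, with a log2 fold change of 1.00, with MMN averaged per culture over both slides. Its change on CMC was 2.71-fold smaller than on MC (adjusted p = 4.9e-08) and 2.61-fold smaller than on MH (adjusted p = 1.9e-05). Laccase paxillus_8479 had the opposite order between extracts, with log2 fold changes of 1.72 on FH (adjusted p = 2.7e-09), 1.69 on MH and 0.71 on MC, and its change on MC was 2.02-fold smaller than on FH (adjusted p = 1.5e-04). Laccase paxillus_9954 had a log2 fold change of 0.75 on MH (adjusted p = 3.9e-09) and 0.12 on FH (adjusted p = 0.087). Across the 8 laccases the log2 fold changes ran from 0.12 to 1.72 on FH, from 0.32 to 2.17 on MH and from 0.20 to 2.22 on MC. For the other 6 laccases no difference between media passed 2-fold. Each of them had at least 1 such difference at an adjusted p under 0.01 from limma. Among these, paxillus_8102 rose more on MH than on FH by 0.79 on the log2 scale (adjusted p = 1.6e-06).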

That ECM fungi do not assimilate C from decomposed plant litter has been indicated in field experiments using ^14^C-labelled litter material (Treseder *et al*., 2006). Several studies have also shown that the ECM mycelia are surrounded by distinct communities of saprophytic bacteria and fungi (Boer *et al*., 2005; Izumi and Finlay, 2011). Most likely, these communities contain commensals that grow on the C resources that become available during the radical-based degradation by the ECM fungi. Some of these microbes may strive for the same nutrient resources as the ECM fungi. Thus, it can be expected that ECM fungi have evolved mechanisms including the secretion of toxic metabolites that could control the activity of saprophytic microorganisms (Boer *et al*., 2005). Indeed, studies in soil microcosms have shown that the ECM mycelium of *Pa. involutus* can reduce the activity of saprophytic bacteria (Olsson *et al*., 1996). The combined metabolic activity of symbiotic fungi and saprophytic microbes may have a significant impact on the turnover of carbon and nutrients in forest soils. Moreover, being supplied by energy from the plant, this pathway could operate at deeper soil horizons that are energetically unavailable for traditional saprophytes (Lindahl *et al*., 2007).

A caveat of the present study is that the experiments were done using organic litter material in solution, i.e. the DOM fraction. Dissolved organic matter represents only a small proportion of the total SOM and lacks insoluble components like lignin, cellulose and chitin as well as aggregates formed between organic compounds and minerals (Bolan *et al*., 2011). It is well known that mineral particles could stabilize organic compounds against degradation by microbial enzymes (Allison, 2006). It remains to be determined to what extent the radical-based biodegradation system of ECM fungi can act on intact SOM material.

## Experimental procedures

### Fungal strain and culture conditions

Cultures of *Pa. involutus* (Batsch) Fr. (strain ATCC 200175) were maintained aseptically on 1.5% agar plates containing minimum Melin-Norkrans medium (MMN) (composition: 2.5 g l^−1^ glucose, 500 mg l^−1^ KH_2_PO_4_, 200 mg l^−1^ NH_4_Cl, 150 mg l^−1^ MgSO_4_·7H_2_O, 25 mg l^−1^ NaCl, 50 mg l^−1^ CaCl_2_, 12 mg l^−1^ FeCl_3_·6H_2_O, and 1 mg l^−1^ Thiamine-HCl; pH 4.0). The fungus was grown in Petri dishes on a layer of glass beads immersed in liquid medium (van Schöll *et al*., 1996). A monolayer of autoclaved 4 mm diameter glass beads was poured into the bottom of a 9 cm Petri dish and 10 ml of the MMN medium was added. A mycelial plug (*c.* 5 mm in diameter) was cut from the margin of an actively growing mycelium (MMN agar medium) and transferred to the centre of the glass bead plate. After 9 days of incubation (18°C, dark) when the diameter of the colony reached a size of approximately 4 cm in diameter and a biomass of 10 mg (dry weight), the MMN medium was removed. The glass beads and the mycelium were washed with 10 ml of sterile MilliQ (MQ) water, and 10 ml of MMN medium without N was added to induce a N-deprived mycelium. After 24 h, the mycelium was washed with MQ water and extracts of organic matter (10 ml) were added. In addition, the fungus was grown in CMC (10 g l^−1^). The organic matter extracts and the CMC medium were supplemented with glucose (final concentration 2.5 g l^−1^) before inoculation, to avoid a situation of carbon limitation. The cultures were incubated for 7 days at 18°C in the dark, just before the mycelium started being space-limited in the Petri dish.

### Preparation of organic matter extracts

Forest litter material was collected from the upper 10 cm soil layer in a 61-year-old pure spruce stand growing in N-poor site in central Sweden (soil pH = 5.0). The maize compost was produced by cutting maize leaves into small pieces and composting them in an isolated plastic compost bin for 12 months. The litter and compost material was extracted with either cold or hot water (Davidson *et al*., 1987). Three organic extracts were generated: forest litter extracted with hot water (FH), and a maize compost extracted with cold (MC) or hot (MH) water. Particles were removed by sequentially filtering (0.2 µm) and LMW compounds by ultra-filtration (cut-off 10 kDa). Further details are given in Supporting Information (Appendix S1).

### Chemical analysis

Samples for Fourier transform infrared (FTIR) spectroscopy were prepared by drying (vacuum over night at 4°C) 5 ml of the organic matter extracts. The FTIR spectrum was recorded using a Bruker IFS66 v/s spectrometer. Data were collected in diffuse reflectance mode using a praying mantis diffuse reflectance attachment (Harrick Sci.). Each spectrum was the result of 1000 consecutive scans at a resolution of 4 cm^−1^. Synchronous fluorescence spectra were obtained using a Perkin-Elmer LS50B fluorescence spectrophotometer. Samples (750 µl) were kept at room temperature (20°C) and processed at a 10 nm bandwidth and 25 nm offset (Δλ = 25 nm) between excitation and emission. Pyrolysis gas chromatography-mass spectrometry (Py-GC/MS) was performed using a Perkin Elmer TurboMass/ Autosystem XL with Frontier Lab double Shot pyrolyser. Size-exclusion chromatography was performed using a HiLoad 16/60 Superdex200 column (GE Healthcare). Further details are given in Supporting Information (Appendix S1).

### Enzyme activity measurements and ferrozine assay

To remove interfering compounds, the extracts were treated with PVPP (PolyVinyl Poly Pyrrolidone) (Pierpoint, 1996), followed by acetone precipitation. Laccase activity was measured using syringaldazine as a substrate (Leonowicz and Grzywnowicz, 1981), lignin peroxidase using veratryl alcohol (Tien and Kirk, 1988), overall oxidase activity using ABTS (Palmieri *et al*., 1997), cellobiohydrolase activity using methylumbelliferyl-β-d-cellobioside (Courty *et al*., 2005), glucuronidase activity using methylumbelliferyl-β-d-glucuronide hydrate (Courty *et al*., 2005), and xylanase activity using RBB-Xylan as substrate (Biely *et al*., 1985). The capacity of *Pa. involutus* to produce iron-reducing compounds was examined using a ferrozine assay (Goodell *et al*., 2006). Further details are given in Supporting Information (Appendix S1).

### Construction and screening of TAST cDNA library

Total RNA was isolated using the RNeasy Plant Mini Kit (Qiagen). A cDNA library was generated from RNA isolated of mycelia grown on the FH, MH and MC substrates. Poly(A) RNA isolation, cDNA synthesis, and transposon assisted signal trapping (TAST) cDNA library construction were essentially carried out as described previously (Grell *et al*., 2011). A collection of 576 TAST clones were selected for sequencing. The sequences were assembled into 348 contigs which were manually annotated. Further details are given in Supporting Information (Appendix S1).

### Transcriptome sequencing and microarray

The transcriptomes expressed by the fungus during growth on the FH, MH and MC extracts and the MMN medium, respectively, was sequenced using the 454 technology. In total, the sequencing yielded 2 029 605 reads that were assembled into a set of 12 873 isotigs. These isotigs represent various splice variants and they were mapped to 8620 genes or isogroups. Sequences may be accessed from http://mbio-serv2.mbioekol.lu.se/Paxillus/Hybrid/ (add ‘paxillus_’ to the given isotig and isogroup numbers). EST sequences are also available at GenBank SRA046093. Based on manual annotations, we identified 269 transcripts among the 12 873 isotigs that encodes for enzymes and proteins with a possible role in the degradation of organic matter (polysaccharide modifications, lignin degradation, iron reduction and homeostasis, oxalate metabolism and H_2_O_2_ production). Roche NimbleGen arrays were designed to assess expression of 12 214 isotigs. The data deposited in NCBI's Gene Expression Omnibus (Edgar *et al*., 2002) and are accessible through GEO Series accession number GSE34402 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE34402). Further details are given in Supporting Information (Appendix S1).

## Supporting information

**Fig. S1.** FTIR spectra of the sugar region.

**Fig. S2.** Size-fractionation of the organic matter extracts.

**Fig. S3.** Extracellular enzyme activities secreted by *Pa. involutus.*

**Fig. S4.** Iron-reducing capabilities in the organic extracts degraded by *Pa. involutus.*

**Fig. S5.** Principal component analysis of transcriptome data.

**Fig. S6.** Comparison of CAZYme repertoires of*Pa. involutus*, *Po. placenta* and *Ph. chrysosporium* when growing on cellulose.

**Fig. S7.** Proposed contribution of involutin in a hydroquinone-mediated Fenton reaction.

**Table S1.** Changes in C, N and nutrients during the conversion of soil organic matter.

**Table S2.** Data used for interpreting peaks in the synchronous fluorescence (SF) spectra.

**Table S3.** Putative identification of the pyrolysis compounds.

**Table S4.** Identification of secreted proteins using the TAST method.

**Appendix S1.** Supplementary experimental procedures.

How the deposited data were processed for this re-analysis (not part of the article)

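The expression of 12214 isotigs of *Pa. involutus* was analysed on 18 NimbleGen arrays, 3 each for FH, MH and MMN on slide 1 and 3 each for MC, CMC and MMN on slide 2. One MC array carries a free-text description of MH, while its title, source and medium name MC. It was kept as MC, and its deviations from the isotig means had a mean correlation of 0.83 with those of the other MC arrays and of 0.41 with those of the MH arrays. The labels of the MMN arrays of slide 2 hold the strain in the place of the medium, and their titles were used.

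The authors deposited the values as RMA results on the log2 scale, after background correction, normalization between arrays and a summary of the probes of each isotig. The version of the RMA software, the array software and the test behind Fig. 4A are not given in the sources used here. The per-array values and the values of the series table were compared and their largest difference was 0. The row of 10000 random control probes was used as a measure of background and left out of the fits. Fold changes are differences of the deposited log2 values.

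All fits used limma 3.58.1 in R 4.3.3 with lmFit and eBayes, 6 group means and contrasts within a slide. Media of different slides were compared by the difference of their changes against the MMN arrays of their own slide. Adjusted p-values are Benjamini-Hochberg values over all isotigs within a comparison. The thresholds, an adjusted p under 0.01 and a change over 2-fold, are those of the legend of Fig. 4A. With 12 residual degrees of freedom and a prior of 5.35, the number of arrays limits the precision. For the pairs of isotigs of one isogroup the same model was fitted to the difference of both isotigs on each array, adjusted over 24 tests. Principal components were taken from all isotigs, centred per isotig. The fit was tested on simulated data with the spread of the real isotigs and 50 isotigs changed at each of 4 sizes in the comparison of FH with MMN over 12214 isotigs: 100% of those changed by 2 and 98% of those changed by 1.5 on the log2 scale were called, in each direction, and no unchanged isotig was. Changes near the 2-fold threshold were not simulated and the simulated MMN arrays shared no cultures, so calls near the threshold are not covered.

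The replicate numbers were checked for pairing. The MMN arrays of both slides were taken to share their cultures because they carry the same replicate numbers, which the labels do not state outright, and the deviations of arrays with the same number correlated at 0.26, 0.45 and 0.49, each array most strongly with the array of its own number. The MH arrays, too, each correlated most strongly with the MMN array of their own number on slide 1, at 0.19, 0.03 and 0.08, while the FH, MC and CMC arrays did not all do so. Media and MMN arrays share only a number by the labels. Fits with MMN averaged per culture, with the slide as a block, with the MMN culture as a random block (estimated correlation 0.53) and with the replicate number as a block were made as alternatives. Other alternatives were an adjusted p under 0.05, the ratio of arithmetic means, fits of only the groups compared, no dim isotigs (the 25% with the lowest mean), a repeated quantile normalization, centring on the array median, an intensity trend with robust variances and leaving out each array in turn. These alternatives and the design of the comparisons were set before the data were examined, and the tests of array scaling, dim isotigs, the choice of sequences and other splits afterwards. A reading of the 2-fold threshold on a natural logarithm, the same reading with ratios rounded to 1 decimal, and the removal of both arrays of an MMN culture were added after seeing the data.

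Genes were named from Fig. 4A, whose 44 isotigs were typed from the figure before the data were examined, and whose printed ratios had been seen. The named isotigs are, for each enzyme group, the one with the largest change past the thresholds in a comparison, sole members of a group, and all isotigs of the families the paper discusses. Those outside Fig. 4A are the isotigs with the largest rise or fall in a comparison with MMN among those called whose 3 arrays all lay beyond the 3 MMN arrays. Beyond this rule, paxillus_4020, paxillus_6835, paxillus_6175, paxillus_8099, paxillus_3631 and paxillus_3633 were chosen after their values were seen. The files pair no isotig with a name or description, so lists of genes by keyword, planned for the case that they did, were not run. Values for 3 of the 44 isotigs, an iron permease pair and a siderophore isotig, are not analysed here. The transcripts of low molecular weight glycoproteins, cellobiose dehydrogenase and class II peroxidases that the paper discusses are not analysed here, as no identifier was at hand.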

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

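The tests of array scaling, of dim isotigs, of the choice of sequences and of other splits below were chosen after the results were seen. The test of shared controls was written before its own value was seen, but its bounds were set when the covariances of all pairs were known.

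Isotigs not printed in Fig. 4A, some of which the paper's text mentions, were called higher than MMN on FH for 107, on MH for 529, on MC for 324 and on CMC for 191. Isotigs called lower than MMN, which the paper does not report, numbered 37 on FH, 145 on MH (239 without MH replicate 1), 102 on MC and 43 on CMC. Tests of the difference between media called the change against MMN different for 135 isotigs between MH and FH, 138 between CMC and MC, 171 between MC and FH, 70 between MC and MH, 29 between CMC and FH and 89 between CMC and MH.

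For each of these comparisons and for MMN between slides, 1 of 10 splits of the arrays, the real one, gave as many isotigs. The real splits gave 155 isotigs for FH, 694 for MH, 445 for MC and 246 for CMC against MMN, and the highest other split gave 0 by limma, with up to 1470, 1765, 1713 and 1431 at an unadjusted p under 0.05. Between media the real splits gave 135, 138, 173, 74, 29 and 93 isotigs, in the order above, and between the MMN arrays of both slides 11, with 0 in the highest other split and up to 2204, 1248, 1175, 2308, 774, 2441 and 2085 at an unadjusted p under 0.05. Values of the media on different slides were first set against the MMN mean of their slide. With 10 splits a share under 0.05 cannot be reached.

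Across isotigs the changes against MMN were correlated between the 4 media, with Pearson r from 0.70 for FH and MC to 0.83 for FH and CMC. They were not the same in size: the root mean square difference was 0.35 on the log2 scale between FH and MH, against 0.31 between FH and MMN. The tables argue against shared MMN arrays and cultures as the whole cause of the correlation. With each medium of a pair from different slides set against another MMN culture, the lowest covariance was 0.0789. Simulated covariances for such pairs with all controls were 0.00202 to 0.00209. What stays open is which difference between MMN and the other media, such as the ammonium in MMN or the organic substrate, may bring the common change, since no arrays separate them. No biological explanation was tested.

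At the 2-fold threshold more isotigs were called higher than lower in each of the 4 media. On MH this balance depends on the threshold: at 1.62-fold 1185 were higher and 949 lower. In the other media the numbers higher and lower at 1.62-fold were 368 and 76 on FH, 708 and 227 on MC, and 504 and 105 on CMC. The median log2 fold change of all isotigs was -0.06 on FH, -0.06 on MH, -0.07 on MC and -0.07 on CMC. Dim isotigs are argued against by a lowest share of higher isotigs of 74.3% among those with a mean from 10 to 13 on the log2 scale. Scaling of the arrays stays open: after the median change was subtracted the lowest share was 81.9%, but with a negative median this step can only raise the share. The choice of sequences on the array stays open too: the sequences came from transcripts of FH, MH, MC and MMN, and on CMC, which was not sequenced, the share was 82.5%, which does not decide, as the changes on CMC overlap with those on the extracts. No biological explanation was tested.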

How the results depend on the processing

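The natural-log reading of the 2-fold threshold and the removal of both arrays of an MMN culture were chosen after seeing the data. The alternatives set beforehand kept every count against MMN and between media within 1.5 times its value, except the number lower on MH, which ran from 100 without MH replicate 3 to 239 without MH replicate 1. With the replicate number as a block (replicate block), 118 isotigs were higher on FH, 549 on MH, 343 on MC and 203 on CMC, the same isotigs as without it. With MMN averaged per culture 108 of these 118, 514 of 549, 306 of 343 and 170 of 203 were called. The 11 isotigs that differed by over 2-fold between slides in MMN became 1 with only the compared groups in the fit, 1 without the 25% dimmest isotigs, and 4 (without MMN slide 1 replicate 1) to 25 (without MMN slide 1 replicate 2) with an array left out. On the natural-log reading, which lowers the threshold to 1.62-fold, isotigs higher and lower were 368 and 76 on FH, 1185 and 949 on MH, 708 and 227 on MC, and 504 and 105 on CMC. Those that differed were 498 between MH and FH, 323 between CMC and MC, 405 between MC and FH, 301 between MC and MH, 78 between CMC and FH, 370 between CMC and MH and 46 between slides. Of Fig. 4A, 18 were higher on FH, 32 on MH, 19 on CMC and 40 on any extract. The variance share of the leading component was 62.8% with each slide centred on MMN, 67.3% with the 2000 most variable isotigs, 55.9% with MMN averaged per culture, 65.6% without the 25% dimmest isotigs and 57.5% to 61.5% with an array left out. Without the 25% dimmest isotigs the correlation of fold changes was 0.82 for FH and MH, 0.73 for FH and MC, 0.86 for FH and CMC, 0.84 for MH and MC, 0.85 for MH and CMC and 0.80 for MC and CMC. With MMN averaged per culture it was 0.67 for FH and MC and 0.81 for FH and CMC. With an array left out it ran from 0.78 to 0.81, 0.68 to 0.71, 0.81 to 0.83, 0.80 to 0.83, 0.80 to 0.84 and 0.77 to 0.80, in the order above. Apart from the lower threshold and the fewer isotigs or arrays, the cause was not tested. Of 180 values of named isotigs 78 were called, and over 34 settings 5 of them fell below a threshold at least once, in 14 cases, 33 values rose past one, in 60 cases of which 33 were the natural-log reading (10 values under the alternatives set beforehand), and 0 changed direction. The values of the series table were identical to those used, so that setting tests nothing. Where an array is left out, the spread is pooled over the 6 groups. Signals of the Fig. 4A isotigs lay far above the random probes, and 3 arrays per group limit the precision.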

Differences from the paper's values

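The printed ratios of Fig. 4A match these values on another scale: all 164 ratios equal the exponential of the difference of deposited log2 values to within 0.1, and 37 of them equal 2 to the power of that difference. On the log2 scale the 2-fold threshold is a difference of 1, and on the natural-log reading one of 0.69, which is 1.62-fold. The printed ratios thus reach 2 at 1.62-fold, so the paper's counts and those called here at 2-fold are at unlike thresholds. That reading, and its form with ratios rounded to 1 decimal as in the figure, were chosen after seeing the values.

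In at least 1 extract 26 of the 41 measured isotigs of Fig. 4A were called higher, 40 on the natural-log reading chosen after seeing the values, which drops 1 of the 41, against the paper's 44 genes. None of the alternatives set beforehand came within 1.5 times of the paper's number. For lignin degradation 14 genes (isogroups) were called, 22 on the natural-log reading chosen after seeing the values, against the paper's about 22 in Fig. 4A, read by eye. The paper's text states the same number as an exact count of induced genes. Of the alternatives set beforehand, leaving out MMN replicate 2 of slide 1 gave 15, within 1.5 times, as did leaving out both arrays of that MMN culture, which was chosen after seeing the values, and the others did not come within it. For iron metabolism 3 of 8 measured genes were called, 7 on the natural-log reading chosen after seeing the values, against the paper's 9, and no alternative set beforehand came within 1.5 times. For citrate and oxalate metabolism 1 gene was called, 2 on the natural-log reading chosen after seeing the values, against the paper's 2, and no alternative set beforehand came within 1.5 times.

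On CMC the number of genes of plant cell wall degradation over 2-fold was 0, and 2 on the natural-log reading chosen after seeing the values, against the paper's about 2 in Fig. 4B, read by eye. No alternative set beforehand came within 1.5 times. For iron metabolism it was 2, and 4 on the natural-log reading chosen after seeing the values, against the paper's about 4 in Fig. 4B, read by eye. Of the alternatives set beforehand, leaving out MMN replicate 3 of slide 2 gave 3, and leaving out both arrays of that culture, chosen after seeing the values, gave 3 too, while the others did not come within 1.5 times. With ratios rounded to 1 decimal on the natural-log reading, chosen after seeing the values, 9 lignin degradation genes reached 2-fold on CMC, as in Fig. 4B, where 6 did on the log2 scale.

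The paper states that each of 8 enzyme families had an upregulated transcript in every medium. Of these, 4 had one here in each medium, and the others missed the 2-fold threshold in some: the highest fold change among cytochrome P450 monooxygenases on FH was 1.72, of GH9 1.67 on FH, 1.91 on MH and 1.97 on CMC, among glyoxal oxidases 1.93 on FH, and among citrate synthases 1.87 on MC, each with an adjusted p under 0.01 by limma and past the threshold on the natural-log reading, chosen after seeing the values. GH9 passed 2-fold on MH with MMN averaged per culture and after a repeated quantile normalization, glyoxal oxidase on FH with MMN averaged per culture and without MMN replicate 3 of slide 1, and citrate synthase on MC without MMN replicate 3 of slide 2. The paper states that GH9 and GH61 were upregulated on cellulose, and here GH9 was 1.97-fold and GH61 1.74-fold higher on CMC. Both were past the threshold on CMC on the natural-log reading, chosen after seeing the values. GH9 passed 2-fold there after a repeated quantile normalization, without CMC replicate 1, without CMC replicate 3 and without MMN replicate 3 of slide 2. The paper states that 2 ferric reductase genes were upregulated, and here 1 of 2 isogroups was called, while paxillus_7671 reached 1.99-fold on MH. It passed 2-fold there with arrays centred on their medians, without MMN replicate 3 of slide 1 and without MH replicate 1. On the natural-log reading, chosen after seeing the values, paxillus_7671 was past the threshold on MH as well.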

Other observations

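The isotigs with the largest changes lie outside Fig. 4A and carry no name in the sources used here. Isotig paxillus_47 fell on each medium, with log2 fold changes of -3.26 on FH, -3.45 on MH, -3.32 on MC and -3.28 on CMC (standard error 0.10, adjusted p at most 1.5e-13 by limma). Isotig paxillus_650 fell by 2.95 on FH, 3.54 on MH, 3.16 on MC and 2.97 on CMC on the log2 scale (standard error 0.09). Isotig paxillus_10 rose on each medium, with log2 fold changes of 2.73 on FH, 3.22 on MH and 3.24 on MC (standard error 0.14), and was 8.56-fold higher on CMC. Isotig paxillus_9966 rose most on MC, with a log2 fold change of 3.49 (standard error 0.18), followed by 2.64 on MH and 1.34 on FH, and on CMC it was 1.91-fold higher, under the threshold. Log2 fold changes on FH, MH, MC and CMC were 2.27, 3.09, 2.58 and 2.50 for paxillus_316 (standard error 0.17). Other isotigs changed mainly on some media: for paxillus_558 the values were 2.61, 0.56, -0.04 and 1.03 (standard error 0.07). For paxillus_9755 they were 0.45, 1.84, 3.43 and 0.50 (standard error 0.18).

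Across all 4 media 65 isotigs were called higher and 26 lower. Between the MMN arrays of both slides 11 isotigs differed by over 2-fold, 10 of them higher on slide 2, none in Fig. 4A, and 1 of the 11 was called in a medium. The number over 2-fold was 1 with only the compared groups in the fit, 1 without the 25% dimmest isotigs, 4 without MMN replicate 1 or replicate 3 of slide 1 or replicate 2 of slide 2, 21 without MMN replicate 1 of slide 2 and 25 without MMN replicate 2 of slide 1. Without the fold threshold 993 isotigs, 8.1% of all, differed between the slides at an adjusted p under 0.01 from limma. The root mean square difference was 0.18 on the log2 scale. Isotigs of Fig. 4A shifted by less than 2-fold: paxillus_4020 ran from 10.20 to 10.26 on MMN of slide 1 and from 10.79 to 10.96 on MMN of slide 2.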
